A study of Homo sapiens with 37 samples. Its data were reported in "Comparative analysis of transcriptional profiling of CD3+, CD4+ and CD8+ T cells identifies novel immune response players in T-Cell activation" (2008).

How the data were processed

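Human CD8+ T cells (the cytotoxic T-cell subset of blood) were activated in culture with antibodies against CD3 and CD28 and sampled before culture (0 h) and after 6, 12, 24, 48 or 72 h, with or without added interleukin 2 (IL-2, a T-cell growth factor). RNA from 27 samples was hybridised on 37 Agilent 2-colour oligonucleotide arrays, with a second array for 10 of the samples. Per the labels, the T-cell RNA carried Cy3 and a human thymus reference RNA carried Cy5 on every array, so no array had its dyes swapped and a dye effect cannot be separated from the ratio. The samples came from 3 experiments, each with cells of a single donor, and fell into 11 groups by time and IL-2, of which 5 held 3 samples and 6 held 2. Experiment 1 had no 6 h sample and no culture without IL-2.

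The deposited scanner files give, for each of 22153 spots, the mean intensity of the spot and the median intensity of its local background in each channel, unprocessed apart from the scan, and 1080 of the spots are controls. Per the file headers they also hold a log10 ratio of Cy5 to Cy3 after background subtraction and dye normalization by Agilent's software, which was used here only as a ruler. The authors also deposited a table of normalized values, made by a nearest-neighbour normalization within each array. Its scale and direction were not stated. On spots at least 500 intensity units above background in both channels, its values ran against the log10 ratio on all 37 arrays (median correlation -0.988) with a median SD ratio of 2.31, the natural log of 10 being 2.30. The deposited table was therefore read as the natural log of T-cell RNA over reference and was converted to log2 for use as an alternative.

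Intensities were background corrected with limma (version 3.58.1, in R 4.3.3, with the data.table package, version 1.17.8) by normexp with an offset of 50, fitted on all spots. Ratios were normalized within each array by loess and turned so that a positive log2 value means more RNA in the T cells than in the reference. The offset draws the ratios of dim spots towards 0, so fold changes of dim genes are understated. Control spots and spots marked as outliers by the software (1.98% of probe spots) were left out, while saturated spots were kept. Spots of the same probe were averaged, and the 2 arrays of an RNA sample were averaged as technical replicates. A probe was kept if it was well above background in Cy3 on every array of at least 2 samples, which 20015 of 20173 probes were. Where a gene had several probes, the probe with the highest mean Cy3 intensity stood for it, which left 18401 genes. Probes were named by the symbol column of the files (11857 probes), by a symbol in the description (3681) or by an older annotation in the files (2205), and 2430 kept only an accession. These are the names of the array's design, no coordinates were given, and some are old (GAPD for GAPDH, TNFSF6 for FASLG). Among called genes with several probes, those with probes called in opposite directions numbered from 2 to 4 at each time point, for example 4 of 259 at 72 h.

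Tests were made with limma's moderated variances on the log2 ratios, gene by gene with exact least squares where a value was missing, and p-values were adjusted by the Benjamini-Hochberg method. Change over the 6 time points was tested by a moderated F-test on the 17 samples of the course with IL-2 and on the 13 samples of the course without it, both courses sharing the 0 h samples, with no block, as the study pooled donors within a time point. Each time point with IL-2 was compared with 0 h, and the mean of 48 and 72 h with the mean of 6 and 12 h, in a model of all 11 groups with the experiment as a block. The same model gave the effect of IL-2 averaged over the 5 time points and its change between time points (4 numerator degrees of freedom), and models with experiment terms (2 numerator degrees of freedom) gave the differences between experiments in level and in response to activation. The threshold was an adjusted p under 0.01 for change over time and for level between experiments, and under 0.05 for IL-2 and for the response between experiments. The experiment number pairs the samples because samples of the same number share a donor. Deviations from the group means of samples in the same experiment had a median correlation over genes of 0.299 (lowest -0.322), against a median of -0.169 between experiments. Multi-class SAM with a false discovery rate of 1% and 100 permutations, the kind of test the study used, was run on the same values for genes measured in all samples of a course.

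The tests, the samples in each fit, the thresholds, most of the alternatives and the lists of genes were chosen before the data were examined. The genes named are, by that choice, those of the lists and, for each comparison, up to 5 genes with the largest rise and up to 5 with the largest fall among genes past the threshold that moved the same way in every experiment and were well above background and not saturated in both groups. For the F-tests over time, the 5 genes with the smallest p were named. Genes known only by an accession were left out of these rankings. The lists held genes of cytokines, chemokines, receptors, T-cell receptor signalling, killer cell lectin-like receptors (KLR), MHC, cytotoxic granules and the interferon response that the study discussed, the genes it measured by PCR, genes of cell division, genes that respond to IL-2, reference genes, and marker genes of monocytes, B cells, platelets and NK cells. A list of immediate early genes was added after the first results were seen. IFI16, IFIT5, IGHM, IGKC, JUN and KLF6 were on a list but are not analysed here, and 1 further B-cell gene was taken off its list after the results were seen and is not reported. No gene is named from the tests between experiments, since a difference there can reflect the genotype of a donor.

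Alternatives were run for the background correction (none), the normalization (median centring in place of loess), the values (the authors' deposited table, or the Cy3 channel alone after quantile normalization), the filter (none, or well above background in both channels on all arrays), the arrays (the first array of each RNA sample), the probes (the mean of a gene's probes), the variance model (trend and robust), each experiment left out in turn, the block, and the samples in the fit. Every slide held a single array, so the slide cannot be a block. The day of feature extraction (12 days, of which 10 held more than 1 group) was used as a block in its place, with arrays as units and a correlation of 0.168 within an RNA sample. A fit without the 8 arrays whose reference channel was weak (under 75% of probes well above background in Cy5) and a fit on the pairs of cultures with and without IL-2 were added after the data were seen.

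The fits were tested on simulated data with the real samples and missing values. The simulated spread was that of the model with the experiment as a block. Simulated genes did not differ between experiments unless that was the change tested. For each test, 200 genes were changed by 1 log2 unit. The share of these recovered was 83.5% at 6 h and 88% at 72 h against 0 h (1 and 2 false calls), 97% for the F-test over time with IL-2 and 78.5% without it, 96% for late against early, 100% for the averaged IL-2 effect, 81% for its change between time points, 99% for the level and 59% for the response between experiments. SAM recovered 91% over time with IL-2. The F-tests over time and SAM had no block, so their shares can be too high for the real data, where genes differed between experiments. With an IL-2 effect of 0.5 log2 units, 91.5% were recovered. The number of arrays limits the precision of every value. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.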

Results

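Gene expression during the activation of CD8+ T cells was measured on 37 2-colour arrays of 27 RNA samples from 3 experiments, each with a different donor. The 3 samples at 0 h were taken before stimulation, 14 samples were cultured with IL-2 and 10 without it. Groups at 0, 12, 24, 48 and 72 h with IL-2 held 3 samples and all other groups held 2. Values are log2 ratios of T-cell RNA to a thymus reference. Changes are given with their standard error (SE) and Benjamini-Hochberg adjusted p from limma, and n is the number of samples at a time point unless stated otherwise.

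Signal was checked first, since the ratios rest on both channels. Between 89.3% and 99.1% of probes were well above background in Cy3, the T-cell channel, on every array. In Cy5, the reference channel, this share was between 83.2% and 99.1% on 29 arrays and between 26.7% and 66.9% on the other 8. Leaving these 8 arrays out removed 2 of the 27 samples.

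**Figure D1:**
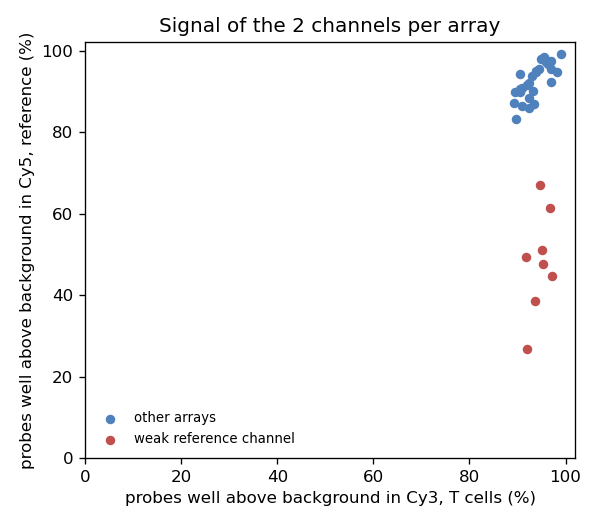
Percentage of probes well above background in Cy3 (T cells, horizontal axis) and in Cy5 (reference, vertical axis), each point an array. All 37 arrays lie at or above 89.3% in Cy3, while 8 arrays, drawn in red, lie at or below 66.9% in Cy5.

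Reproducibility was measured across genes, which are not independent replicates. The log2 ratios of the 2 arrays of an RNA sample had a median Pearson correlation of 0.856 over 10 pairs (range 0.784 to 0.902). In the Cy3 channel alone the median was 0.968 (range 0.894 to 0.994). Changes against the 0 h sample of the same experiment had a median correlation of 0.730 between experiments over 13 pairs at the same time point with IL-2 (range 0.525 to 0.863). The lowest of these was at 6 h.

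The first comparison asked which genes changed over the 6 time points. With IL-2 (17 samples), limma's moderated F-test called 2092 of 18400 genes at an adjusted p under 0.01, and 5080 genes had an unadjusted p under 0.05 where 920 would be expected by chance. SAM called 1897 of 17078 genes, of which 1729 were also called by limma. The count moved most when an experiment was left out, to 124 genes without experiment 2. Without IL-2 (13 samples), 1482 of 18392 genes were called by limma and 435 by SAM. Leaving out experiment 2 or experiment 3 leaves 1 sample in each group after 0 h. The count then depended on which of them was left out. Both courses called 1171 genes. As the courses share their 0 h samples, unchanged groups were simulated over the 16642 genes with no missing value, with no difference between experiments. An unadjusted p under 0.05 in both courses was found for 3609 of these genes, against a mean of 115 in 20 simulations. Among genes not known by an accession only, the smallest adjusted p with IL-2 belonged to TUBB (3.68e-08), GZMA (2.14e-07), IL2RA (4.8e-07), IDS (4.8e-07) and DUT (4.8e-07). Without IL-2 it belonged to RASGRP2 (8.54e-08), KLF2 (1.24e-06), GZMA (6.69e-06), IDS (6.69e-06) and ZBED2 (2.55e-05).

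The next comparisons placed the changes in time, each time point with IL-2 against 0 h in the model with the experiment as a block. At 6 h (n = 2), 1521 genes were called, 835 of them higher and 686 lower. At 12 h 2133 genes were called (1286 higher, 847 lower), at 24 h 2365 (1413 higher, 952 lower), at 48 h 3139 (1867 higher, 1272 lower) and at 72 h 2880 (1701 higher, 1179 lower). The balance of rises and falls depended on the processing. Without experiment 3, 595 genes were higher and 203 lower at 6 h, and 1046 higher and 361 lower at 12 h. With the extraction day as a block, 956 were higher and 416 lower at 6 h, and in the Cy3 channel alone 1956 were higher and 1984 lower at 72 h. With median centring in place of loess, 1031 genes were higher and 325 lower at 24 h, 1950 higher and 488 lower at 48 h, and 2420 higher and 551 lower at 72 h. Without the experiment block, 936 genes were called at 6 h. At least 1 time point called 4537 genes, and 671 genes were called at all 5 time points in the same direction. Over the genes with no missing value, 1636 had an unadjusted p under 0.05 at all 5 time points in the same direction, against a mean of 17.2 in simulations of unchanged groups that share the 0 h samples.

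**Figure D2:**
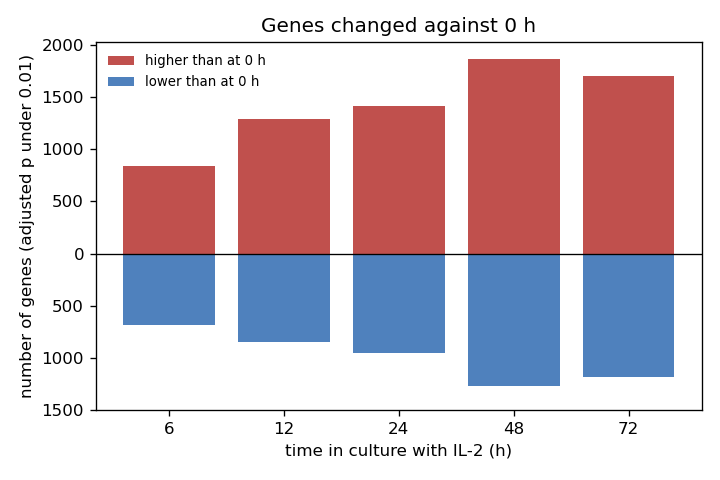
Number of genes called at each time point with IL-2 against 0 h (adjusted p under 0.01), with genes higher than at 0 h drawn upwards and genes lower than at 0 h drawn downwards. The count was 1521 at 6 h and was highest at 48 h with 3139.

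Rises and falls are ranked here and below among the genes that met the rule for naming. At 6 h the largest rise was that of EGR2, by 5.07 log2 units (SE 0.48, adjusted p 1.51e-06), seen in 2 of 2 experiments. IFNG rose by 4.16 (SE 0.54, adjusted p 3.91e-05), IRF4 by 4.09, NR4A3 by 3.89 and MYC by 3.65. The largest fall was that of DUSP1, which fell by 4.25 (SE 0.50, adjusted p 4.64e-05). FOS fell by 3.50, KLF2 fell by 3.31, T3JAM fell by 3.09 and ARHGEF18 fell by 2.79. With the samples of the 2 compared groups alone, 16 of the 16 genes named at this time point lost their call and kept their direction. EGR2 changed by 5.04 and DUSP1 by -4.56 in that fit, which has fewer samples to estimate the spread. The calls at 6 h thus rest on the spread estimated from all groups. Leaving out experiment 2 or experiment 3 leaves 1 sample at 6 h. More of the 16 genes named at this time point lost their call without experiment 2 than without experiment 3, each with the same direction.

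At 12 h FABP5 rose by 4.09 (SE 0.19, adjusted p 1.34e-09, higher in 3 of 3 experiments). EGR2 was still 3.99 above its 0 h level, IRF4 3.91, IL2RA 3.74 and ICSBP1 3.54. KLF2 fell by 6.08 (SE 0.31, adjusted p 1.36e-09, lower in 3 of 3 experiments), FOS fell by 5.43, DUSP1 fell by 5.23, RASGRP2 fell by 4.27 and GZMA fell by 4.14. DUSP1 and RASGRP2 had values in 2 of 3 experiments at 12 h, and DUSP1 was not called there with the 2 compared groups alone (-5.28). At 24 h the largest rises were those of FABP5 (4.30), ICSBP1 (3.60), IL2RA (3.50), GZMB (3.49) and TXN (3.46). KLF2 fell by 5.95, FOS fell by 5.56, DUSP1 fell by 5.20, CXCR4 fell by 4.24 and RASGRP2 fell by 4.11. KLF2, DUSP1 and CXCR4 had values in 2 of 3 experiments at 24 h. DUSP1 was not called at 24 h without experiment 2, where its change was -4.85.

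At 48 h TYMS showed the largest rise, 4.60 (SE 0.40, adjusted p 2.4e-07, higher in 3 of 3 experiments), followed by FABP5 (4.42), GZMB (4.25), K-ALPHA-1 (4.08) and TK1 (4.02). KLF2 fell by 6.69 (SE 0.31, adjusted p 7e-10, lower in 3 of 3 experiments), FOS fell by 5.51, DUSP1 fell by 5.46, RASGRP2 fell by 4.63 and GZMA fell by 4.09. At 72 h FABP5 was 4.68 above 0 h, TYMS 4.43, IL2RA 3.89, CKS2 3.88 and TK1 3.72. At this time point KLF2 fell by 6.11, FOS fell by 5.27, DUSP1 fell by 5.12, RASGRP2 fell by 4.01 and GZMA fell by 3.57.

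Late (48 and 72 h) against early (6 and 12 h) time points with IL-2 were compared to find the genes that part the course. There were 2108 genes called, 1239 higher late and 869 lower late, and with median centring 2177 were higher and 324 lower. TK1 was 4.49 higher late (SE 0.25, adjusted p 6.02e-09, higher in 3 of 3 experiments), KIAA0101 3.99, RRM2 3.78, HMGB2 3.54 and survivin 3.54. Late in the course CD69 fell by 2.81 (SE 0.23, adjusted p 2.83e-07, lower in 3 of 3 experiments), EGR2 fell by 2.65, PRNP fell by 2.32, EGR1 fell by 2.24 and TGFBR2 fell by 1.88. TGFBR2 was not called with median centring (-1.08) or without experiment 2 (-1.65), and EGR2 was not called without experiment 2 (-2.64).

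Genes of cell division were followed because proliferation was an outcome of the culture. Of 19 listed genes, 1 was called at 6 h (MCM6, 1.49 higher, adjusted p 0.000516, not called with median centring at 1.37 or without experiment 2 at 1.38), 4 at 12 h, 8 at 24 h, 19 at 48 h and 18 at 72 h, all of them higher. Adjusted over the list alone, the counts were 1, 6, 9, 19 and 18. The median change was -0.17 at 6 h, 0.52 at 24 h and 2.05 at 48 h, and with median centring the 48 h median was 2.60. PCNA was 2.10 higher at 24 h (SE 0.24, adjusted p 4.97e-06). MKI67 was 2.53 higher at 48 h (SE 0.29, adjusted p 5.26e-06, 3 of 3 experiments) and RRM2 was 3.37 higher.

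Genes of cytotoxic granules moved in different directions. Of 7 listed genes, 5 were called at 48 h, 1 higher and 4 lower, and 5 adjusted over the list alone. GZMB was the gene that rose (4.25, SE 0.34, adjusted p 1.14e-07). GZMA fell by 4.09 (SE 0.18, adjusted p 3.16e-10), GZMK fell by 3.36 (SE 0.22, adjusted p 1.31e-08) and GNLY fell by 1.05 (SE 0.21, adjusted p 0.00128). GNLY was not called without experiment 1 (-1.15), without experiment 2 (-1.23) or without the experiment block (-1.05). PRF1 differed from 0 h by 0.04 (SE 0.14, adjusted p 0.896), less than its spread between replicates.

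**Figure D3:**
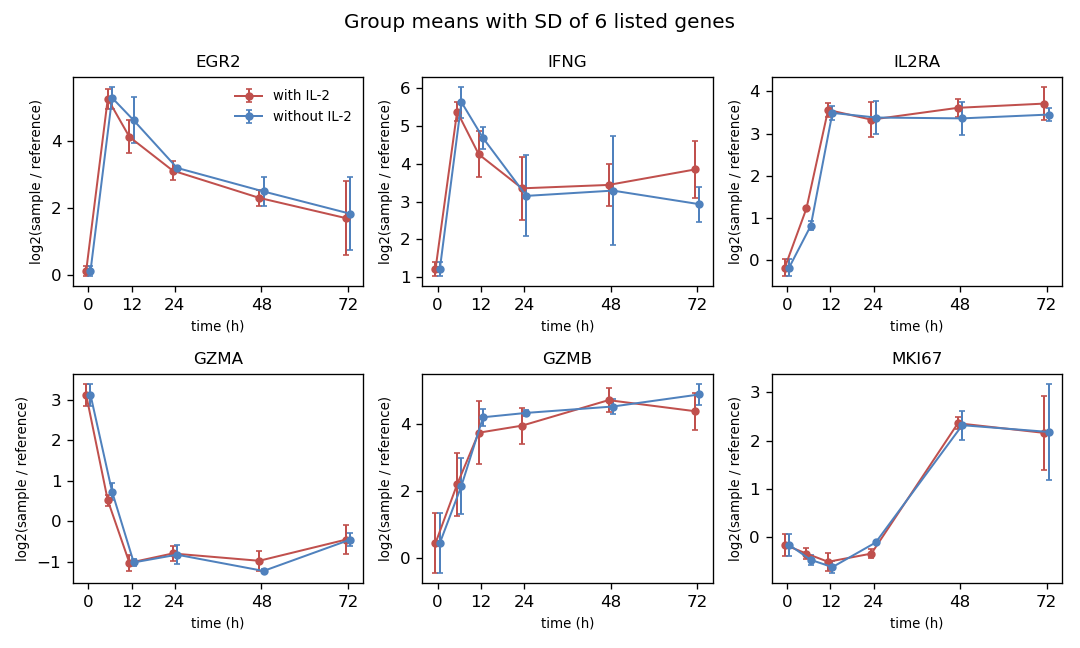
Mean log2 ratio of T-cell RNA to the reference against time (h) for 6 listed genes, with bars of 1 SD between experiments (2 or 3 samples per point), red with IL-2 and blue without, from the same 0 h samples. EGR2 and IFNG were raised at 6 h with IL-2 (5.07 and 4.16), GZMA fell by 4.14 at 12 h, and MKI67 was raised at 48 h (2.53).

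The lists of cytokines, chemokines, receptors and surface antigens came from the study, which chose them on these samples among others, so counts adjusted over a list alone are not independent evidence. Of 11 chemokine genes, 8 were called at 6 h, 7 higher and 1 lower, and 8 adjusted over the list alone. CCL4 was 3.10 higher at 6 h (SE 0.23, adjusted p 1.8e-07) and XCL2 3.28 higher (SE 0.30, adjusted p 1.07e-06). CXCL9 was 1.90 higher at 12 h (adjusted p 2.58e-06). CCL5 fell by 1.88 at 48 h (SE 0.14, adjusted p 4.6e-08). Of 16 cytokine genes, 6 were called at 6 h and 6 at 72 h (7 and 8 adjusted over the list alone). At 6 h IL2 was 2.90 higher (SE 0.44, adjusted p 0.000212) and TNFSF6 3.01 higher (SE 0.44, adjusted p 0.000143). IL2 was not well above background on 3 of the 4 arrays at 0 h and was not called without experiment 2 or 3, at changes of 3.17 and 2.73. IFNG was still 2.64 higher at 72 h (adjusted p 0.000427), though it was not called from the first array of each RNA sample (2.35) or without experiment 1 (2.41). At 48 h MIF was 1.89 higher (adjusted p 9.25e-06) and GPI 1.02 higher (adjusted p 3.45e-05). TNFSF4 was 1.77 higher at 72 h (adjusted p 0.00176) but was not called without experiment 1 (1.78) or 3 (1.31).

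Of 18 receptors and antigens listed as rising, 7 were called at 72 h, 6 higher and 1 lower, and 8 adjusted over the list alone. IL2RA was 3.89 higher (SE 0.19, adjusted p 9.96e-10) and TNFRSF9 1.55 higher (adjusted p 3.79e-05, not called without experiment 2, at 1.63). Of 15 listed as falling, 8 were called at 72 h, all lower, and 10 adjusted over the list alone. At 48 h IL7R fell by 3.10 (SE 0.27, adjusted p 3.45e-07), CCR7 fell by 2.23 (SE 0.26, adjusted p 5.23e-06) and CD244 fell by 0.86 (SE 0.07, adjusted p 7.91e-08), and CCR7 was not called with median centring (-1.61). At 72 h TNFRSF25 fell by 1.14 (adjusted p 0.00327), a call lost under 5 of its 16 alternatives. ITGB2 fell by 0.96 at 72 h (SE 0.22, adjusted p 0.00415), but with median centring its change was 0.23, and it was not called without experiment 1 (-1.06) or 2 (-0.75).

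Of 8 genes of T-cell receptor signalling, 3 were called at 48 h, all lower, and 4 adjusted over the list alone. CD3G fell by 1.87 at that time (SE 0.37, adjusted p 0.000902) and was not called without experiment 1 (-1.77). Of 7 KLR genes, 2 were called at 6 h, 1 higher and 1 lower, with a list median of 0.42 (-0.05 in the Cy3 channel alone). At 48 h 6 were called, all lower, and 7 adjusted over the list alone, and at 72 h 3 were called, all lower, and 4 adjusted over the list alone. KLRB1 fell by 3.24 at 48 h (adjusted p 3.92e-08) and KLRG1 fell by 1.16 (adjusted p 2.03e-05). Of 7 MHC genes, 2 were called lower at 48 h and 3 adjusted over the list alone, and HLA-DPB1 fell by 1.81 (SE 0.26, adjusted p 5.75e-05). HLA-DPB1 was not called with median centring (-1.25) or without experiment 2 (-1.64). Of 6 genes related to interferon, 3 were called at 12 h, all higher, and 4 adjusted over the list alone. At 48 and 72 h 1 was called higher and 1 lower, with list medians of 0.14 and 0.05, which were -0.09 and -0.04 with the authors' values. Late against early 6 were called lower (4 with median centring), with a median of -1.18. GBP1 was 2.00 higher at 12 h (SE 0.26, adjusted p 2.65e-05) but was not called without experiment 2 (1.93). The last list held genes chosen for PCR. Of its 7 genes, 5 were called at 48 h and 6 at 72 h (6 and 7 adjusted over the list alone).

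Reference genes were compared too, since the ratios have no outside standard. GAPD was 3.07 higher at 72 h (SE 0.24, adjusted p 1.63e-07, higher in 2 of 2 experiments with a value). ACTB was 0.83 higher at 72 h (SE 0.29, adjusted p 0.0484), higher in 2 of 3 experiments and not past the threshold. ACTB was called under 3 of its 16 alternatives, the Cy3 channel alone (0.70), the mean of the probes of a gene (1.01) and without experiment 3 (1.26). GUSB fell by 0.77 at 6 h (SE 0.14, adjusted p 0.00101), a call lost under 6 of its 16 alternatives. At 72 h GUSB was 0.41 higher (SE 0.12, adjusted p 0.0207), which was not past the threshold, and this change ran from -0.08 to 1.36 over the alternatives.

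Cultures with and without IL-2 were compared to find the effect of the added IL-2. Averaged over the 5 time points, limma called 0 of 18391 genes at an adjusted p under 0.05, and 518 genes had an unadjusted p under 0.05 where 920 would be expected by chance. A fit on the 10 pairs of cultures from the same experiment and time point also called 0 genes. It had 1630 genes at an unadjusted p under 0.05, above the 920 expected by chance. The main model does not pair cultures of the same experiment and time point, so any variation they share stays in its spread. Its count of 518 can lie below the expected number for that reason, and does not show that no gene responded. The SEs given below come from the main model. SAM was not run on this comparison. For an IL-2 effect that differs between time points, limma called 0 genes, with 73 at an unadjusted p under 0.05 in the main model and 464 in the fit on the pairs. The cultures without IL-2 came from 2 experiments only. Of 10 listed genes that respond to IL-2, 0 were called by limma, also adjusted over the list alone. The largest difference among these was that of CISH, 0.42 higher with IL-2 (SE 0.14, adjusted p 0.999), higher in 8 of 10 pairs. IL2RA differed by 0.16 (SE 0.10, adjusted p 0.999).

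Differences between experiments were measured because donors and culture runs differ together there. In level, 2859 of 18401 genes differed between the 3 experiments (adjusted p under 0.01). This count ranged widely with the processing, from 340 genes with median centring to 10637 in the Cy3 channel alone. In the response to activation, taken as the mean of all time points after 0 h, 81 of 18288 genes differed at an adjusted p under 0.05, and 1651 had an unadjusted p under 0.05 where 914 would be expected by chance. With median centring 1 gene was called.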

Values the study reported

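The study counted 1258 genes as changed over time in CD8+ T cells by multi-class SAM at a false discovery rate under 1%, and 910 of them were also counted in CD4+ T cells. Its arrays targeted 18,403 genes. The correlation between technical replicate arrays was given as above 0.90. CD8+ T cells did not proliferate before 48 hours and reached about 0.8 fold expansion by 72 hours, with viability around 60%.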

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

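The tests of the weak reference arrays, of the Cy3 channel alone and of the normalization as explanations, and the count of how many of the same genes each of them and the extraction day still called, were chosen only after the result was seen; the tests of other splits and of the number of genes with the extraction day as a block were planned. The result singled out is a difference between groups: for 81 genes the response to activation differed between the 3 experiments by a test of the difference itself (limma, adjusted p under 0.05). When experiment labels were exchanged within groups, 2 of 100 splits gave as many genes, the real one included, with a median of 3 genes in the others and a highest count of 148. A share this low argues against chance in how the samples fell into experiments, within 2 limits. Each experiment had a single 0 h sample, so an odd 0 h sample cannot be told apart from a difference in response. The exchange also mixes differences in level between experiments into the other splits, so their counts are not a clean measure of chance.

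The tables argue against the weak reference arrays as the whole cause, since leaving them out raised the count to 194 genes and 66 of the 81 were still called. The other technical explanations stay open. With the extraction day as a block 363 genes were called, but only 32 of the 81 were among them, so for the remainder the day and the experiment cannot be told apart. In the Cy3 channel alone 219 genes were called, with 24 of the 81 among them, so an effect of the dye or of the reference channel cannot be told apart from a difference in the cells for the others. Read by the number of genes alone, as first set, the day and the Cy3 channel would both have counted as argued against; the shared genes were counted after these numbers were known, and leave both open. The normalization is a candidate explanation: with median centring in place of loess 1 gene was called, which was among the 81, and the authors' own values gave 2, both among the 81. The call also rested on single experiments. Without experiment 2 or without experiment 3 the limma count was 0 (1078 and 804 genes at an unadjusted p under 0.05), and without experiment 1 it was 82, of which 52 were among the 81. A difference between donors is the biological explanation the design offers. It remains untested, because each experiment had its own donor and its own culture run.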

How the results depend on the processing

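The alternatives without the weak reference arrays, and those on pairs of cultures, were chosen only after the first results were seen; the other alternatives were planned. Each value was computed again with 1 choice changed at a time. The text names 65 genes, some in several comparisons, which makes 104 changes. Of the 1620 values of these under the alternatives, 1533 kept their direction and their side of the threshold, 75 kept their direction but were no longer called, 7 became called, and 5 reversed. ITGB2 at 72 h was 0.23 higher with median centring (adjusted p 0.688; 0.000545 to 0.688 over its 16 alternatives). The other 4 were of genes not called in either setting. With median centring PRF1 at 48 h changed by -0.03 and CD163 at 48 h by 0.22, in the Cy3 channel alone GUSB at 72 h changed by -0.08, and without an experiment PRF1 at 48 h ranged from -0.09 to 0.15. For these 5 the cause was not tested.

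Counts of called genes moved more. Keeping only probes well above background in both channels on all arrays, which leaves 4836 genes at most, gave 939 genes over the course with IL-2, 692 over the course without it, 629, 955, 1090, 1373 and 1346 at 6, 12, 24, 48 and 72 h, 949 late against early and 1178 between experiments. The smaller number of genes tested is part of that construction. Using the first array of each RNA sample, which leaves fewer arrays, gave 1112 and 650 over the courses with and without IL-2, 864, 1376, 1297, 1928 and 1716 at the 5 time points, 1134 late against early, 580 between experiments and 1 for the response between experiments. Fitting the samples of the compared groups alone gave 0, 441, 640, 2446 and 983 genes at 6, 12, 24, 48 and 72 h and 1079 late against early. This fit has fewer samples to estimate the spread. The 48 h fit had as many samples as those at 12, 24 and 72 h, so the number of samples alone does not set the count. At 6 h, where limma called 0 genes, 2561 had an unadjusted p under 0.05.

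Median centring in place of loess gave 524, 955 and 1356 genes at 6, 12 and 24 h, 340 between experiments and 1 for the response between experiments. Of the genes it called, 76% were higher at 24 h (59.7% with loess), 80% at 48 h (59.5%), 81.5% at 72 h (59.1%) and 87% late against early (58.8%). The weak reference arrays all lie at 24, 48 or 72 h, and median centring was not run without them. Their part in this balance thus cannot be told. No scaling moved the median change of all genes by more than 0.1. Loess, median centring and quantile normalization each set the centre of every array, so this cannot show whether all genes shifted together. The authors' deposited values gave 1549 genes between experiments, 2 for the response between experiments, and a technical correlation of 0.806. In the Cy3 channel alone these were 10637, 219 and 0.968. The cause was not tested for any of these, apart from the correlation. The trend and robust variance model gave 30 genes for the response between experiments. Without the weak reference arrays the counts between experiments rose to 4367 in level and 194 in response, cause not tested.

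Leaving out an experiment gave between 124 and 1143 genes over the course with IL-2 and between 0 and 929 without it (limma; the 0 had 2890 genes at an unadjusted p under 0.05, and SAM was not run there). The range was 67 to 1026 at 6 h, 393 to 1407 at 12 h, 423 to 1856 at 24 h, 845 to 2252 at 48 h, 878 to 1870 at 72 h, 358 to 1489 late against early, 36 to 857 between experiments and 0 to 82 for the response between experiments. The lowest counts came without experiment 2, except between experiments, where leaving out experiment 3 gave 36 genes in level, and leaving out experiment 2 or 3 gave 0 by limma in response (1078 and 804 at an unadjusted p under 0.05). Fewer samples are part of the construction, and a lone sample in a group was assumed to vary like the other groups.

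The experiment block pairs samples of the same donor. Without the replicate block 936 genes were called at 6 h, and EGR3 at 24 h, GNLY at 48 h and TNFRSF25 at 72 h lost their calls. With it, the F-test over time gave 2798 genes with IL-2 and 1192 without, within 1.5 times of the fits without it, and the block moved no other count by more than that and changed no other call of a named gene. The pairs of cultures as a replicate block gave 0 genes for the averaged IL-2 effect (1630 at an unadjusted p under 0.05), as did all its other alternatives. With the extraction day as a block, the counts were 2465 over the course without IL-2, 1382 late against early and 363 for the response between experiments; the level between experiments could not be fitted with it because days lie within experiments. SAM called 435 genes over the course without IL-2. All alternatives for the correlation between experiments lay between 0.665 and 0.817, within its spread.

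Signal over background limits the ratios on some arrays through the reference. On the 8 weak arrays at most 66.9% of probes were well above background in Cy5, against at least 89.3% in Cy3 on every array, so there the ratios of genes dim in the thymus rest on a dim denominator.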

Other observations

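The tests of noise and spread on the arrays, of the cells at 0 h, of other cell types and of the IL2 gene were chosen only after the result was seen, and those of the brighter marker genes, with KLRB1 and KLRG1 read apart, after the medians of the marker lists were seen as well; the tests of other splits of the samples, of simulated changes and of the listed IL-2 response genes were planned. Over the course with IL-2, limma called 2092 genes and multi-class SAM called 1897. Both are higher than the number quoted from the study above, but without any one experiment limma called between 124 and 1143, which is lower.

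Whether chance in the grouping could give such counts was tested by other splits of the samples. For the courses with and without IL-2, for late against early and for the level between experiments, 1 of 100 splits, the real one, gave as many genes, and the highest count in another split was 242, 20, 577 and 3. At 12, 24, 48 and 72 h, 1 of 10 splits of the 6 samples, the real one, gave as many genes, and 4 of the 10 part as many pairs of the same experiment. The highest count in another split was 0, 6, 1 and 13 at these time points, against 2133, 2365, 3139 and 2880 in the real one. With 10 splits the share cannot go under 0.1, so chance cannot be excluded there by the share alone. For the averaged IL-2 effect 100 of 100 splits gave as many genes, as the count was 0 (limma, 518 at an unadjusted p under 0.05).

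Technical replicates correlated less for ratios (median 0.856) than for the Cy3 channel alone (0.968). A smaller spread between genes is a candidate explanation. The SD between genes was smaller for the ratio than for Cy3 on 37 of 37 arrays, with medians of 1.02 and 1.73. This SD and those of the differences below were taken over the 4798 genes well above background in both channels on all arrays. The correlations were taken over all genes analysed, so dimmer genes are not covered by these SDs. Noise in the Cy5 channel cannot be told apart from it, since the SD of the difference between the 2 arrays was larger in Cy5 than in Cy3 in 7 of 10 pairs, and over the pairs the median SD of the difference was 0.47 for the ratio and 0.44 for Cy3.

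FOS, DUSP1, EGR1 and CD69 were higher at 0 h than at 24 h. At 24 h EGR1 fell by 1.42 and CD69 fell by 1.61, beside the larger falls of FOS and DUSP1. EGR1 was not called at 24 h with median centring (-1.12), from the first array of each RNA sample (-1.49) or without experiment 3 (-1.45), and CD69 was not called without experiment 2 (-1.48), without experiment 3 (-1.31) or with the 2 compared groups alone (-1.61). DUSP1 was not called at 24 h without experiment 2 (-4.85). The fall was not made by the ratio to the reference, as the median change of these 4 genes was -3.89 in the Cy3 channel alone. An immediate early response already running in the 0 h cells, such as handling before culture might start, was tested on 8 other immediate early genes. Their median change at 24 h was -1.07, with 6 of 8 lower and 5 called, and it lay at percentile 0 of 10000 random lists matched on intensity. The other 2, NR4A1 and ATF3, were higher (0.81 and 0.68) and not called, but ATF3 was called without experiment 3 (0.90). The list was written after the first results and left out EGR2, EGR3, NR4A3 and MYC, which were 2.99, 1.19, 2.49 and 2.43 higher at 24 h. EGR2 and MYC were not called without experiment 2 (2.92 and 2.3), and the call of EGR3 was lost under 6 of its 15 alternatives, among them without experiment 1 (1.25) and without experiment 2 (1.06). With these 4 the median of 12 genes was 0.04, at percentile 31.7. The whole list of 10 had 7 genes called at 24 h, all lower. The outcome thus depends on which genes are listed, and an immediate early response at 0 h cannot be told apart from other causes of the fall, since activation itself raises some of these genes, handling was not varied in the design, and a lasting repression of these genes after activation would give the same values.

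HLA-DPB1 was lower from 12 h on and fell by 1.81 at 48 h, a call lost with median centring (-1.25) and without experiment 2 (-1.64). Monocytes or B cells present at 0 h and later lost could produce such a fall, and the marker lists were used to test this. Of 11 monocyte genes and 6 B-cell genes, 0 were called by limma on the ratios at any time point. In the Cy3 channel alone 2 of the monocyte genes, one of them CD163, and 0 of the B-cell genes were called lower at 48 h. Among the 9 monocyte genes brighter at 0 h than the median gene, the lowest change at 48 h was that of CD163, -0.41 (SE 0.44), or -0.73 (SE 0.17) in the Cy3 channel alone, where HLA-DPB1 changed by -1.89, and 0.22 with median centring, and FCER1G is on both the monocyte and the NK list. Among the 2 such B-cell genes the lower change was 0.06 (SE 0.15), or -0.41 (SE 0.29) in the Cy3 channel alone. The list medians at 48 h, which were the first test, were 0.02 and 0.04 and lay at percentiles 58.4 and 58.3 of random lists. The tables thus argue against monocytes as the whole source, while a small loss of monocytes stays open. A loss of B cells cannot be told apart from lower expression in the T cells, because 2 brighter genes are too few, IGHM and IGKC are not analysed here and 1 further gene was taken off the list after the results were seen.

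KLRB1 fell by 3.24 and KLRG1 fell by 1.16 at 48 h, and both were called from 12 h on. NK cells present at 0 h are a candidate source. Among the 4 NK genes brighter at 0 h than the median gene, the lowest change was that of FCGR3A, -0.64 (SE 0.39), not called on the ratios but called in the Cy3 channel alone (-0.65). This is far from the change of KLRB1 but not from that of KLRG1, for which the loss of NK cells cannot be told apart from a change in the T cells with so few marker genes. The first test, on the 5 NK genes other than KLRF1, gave a median of -0.19, at percentile 8.46 of random lists. With KLRF1, the 1 of the 6 NK genes called at 48 h, the median was -0.23, at percentile 2.81, and 4 of the 6 were lower. NCR1 went the other way, 0.71 higher and not called. A small loss of NK cells thus stays open beside the larger fall of KLRB1. CD8+ T cells can express KLR genes too. Of 6 platelet genes, 0 were called by limma at any time point. Their median at 24 h was -0.20, at percentile 0.43 of random lists, and without PF4, the list first tested, it was -0.01, at percentile 39.1. Platelets were first tested as the source of a fall of PF4 and CXCL5. PF4 was not called at any time point. The mean log2 ratio of CXCL5 with IL-2 was 0.96 at 0 h, -0.07 at 6 h and 0.71 at 72 h, so its fall did not last. No explanation rests on the platelet values.

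No gene was called for added IL-2, and 3 explanations were tested. Too few samples for a large effect is argued against by the simulated data, where 100% of changes of 1 log2 unit were called. IL-2 made by the cells themselves is a candidate explanation: without added IL-2, IL2 was 3.14 higher at 6 h than at 0 h (SE 0.44, adjusted p 0.000109, higher in 2 of 2 experiments), so the cultures without added IL-2 may not have lacked it. The size of this rise is uncertain, as IL2 was not well above background on 3 of the 4 arrays at 0 h. A small effect on the listed IL-2 response genes stays open. Their mean was 0.13 higher with IL-2, higher in 6 of 10 pairs. The exact two-sided p was 0.232 over 1024 sign changes (smallest possible 0.00195), and the 10 pairs come from 2 donors. Over all genes, the limma fit on these pairs had 1630 at an unadjusted p under 0.05, where 920 would be expected by chance. The main model had 518, so a small effect on other genes stays open too.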
